# A Key ABA Catabolic Gene, *OsABA8ox3*, Is Involved in Drought Stress Resistance in Rice

**DOI:** 10.1371/journal.pone.0116646

**Published:** 2015-02-03

**Authors:** Shanlan Cai, Guobin Jiang, Nenghui Ye, Zhizhan Chu, Xuezhong Xu, Jianhua Zhang, Guohui Zhu

## Abstract

Expressions of ABA biosynthesis genes and catabolism genes are generally co-regulated in plant development and responses to environmental stress. Up-regulation of *OsNCED3* gene, a key gene in ABA biosynthesis, has been suggested as a way to enhance plant drought resistance but little is known for the role of ABA catabolic genes during drought stress. In this study, we found that *OsABA8ox3* was the most highly expressed gene of the *OsABA8ox* family in rice leaves. Expression of *OsABA8ox3* was promptly induced by rehydration after PEG-mimic dehydration, a tendency opposite to the changes of ABA level. We therefore constructed rice *OsABA8ox3* silencing (RNA interference, RNAi) and overexpression plants. There were no obvious phenotype differences between the transgenic seedlings and wild type under normal condition. However, *OsABA8ox3* RNAi lines showed significant improvement in drought stress tolerance while the overexpression seedlings were hypersensitive to drought stress when compared with wild type in terms of plant survival rates after 10 days of unwatering. Enzyme activity analysis indicated that *OsABA8ox3* RNAi plants had higher superoxide dismutase (SOD) and catalase (CAT) activities and less malondialdehyde (MDA) content than those of wild type when the plants were exposed to dehydration treatment, indicating a better anti-oxidative stress capability and less membrane damage. DNA microarray and real-time PCR analysis under dehydration treatment revealed that expressions of a group of stress/drought-related genes, i.e. *LEA* genes, were enhanced with higher transcript levels in *OsABA8ox3* RNAi transgenic seedlings. We therefore conclude that that *OsABA8ox3* gene plays an important role in controlling ABA level and drought stress resistance in rice.

## Introduction

Drought is one of the most important environmental factors that restrict plant growth and seed production. Plants respond and adapt to the drought stress through various physiological and metabolic processes, including stomatal closure, repression of cell growth and photosynthesis, and activation of respiration, to increase the chance of survival [1, 2]. The molecular mechanism that regulates responses of plant to drought stress is extremely complicated, which involves expression change of thousands of genes in *Arabidopsis* [3]. Generally, signaling transduction in response to drought stress can be divided into two pathways: the ABA-dependent and ABA-independent pathway [1]. Most of the key genes in these pathways have been identified, such as transcription factors belonging to the class of DRE-binding protein (DREB)/C-repeat-binding factor (CBF), ABA-binding factor (ABF), MYC, and MYB [1, 4]. Although ABA has broad functions in plant growth and development, its main function is to regulate plant water balance and osmotic stress tolerance [5]. ABA accumulation is considered as an important mechanism in response to drought stress, which causes stomatal closure and induces expression of drought-related genes and consequently enhances plant tolerance to stress [6–8].

Plant endogenous ABA level is controlled by the balance of ABA biosynthesis and catabolism [9]. ABA is derived from carotenoid precursors and the cleavage of 9-*cis*-epoxycarotenoids to xanthoxin catalyzed by the enzyme 9-*cis*-epoxycarotenoid dioxygenase (NCED) is a key regulatory step for ABA biosynthesis [10, 11]. The hydroxylation of ABA to phaseic acid (PA) by ABA 8’-hydroxylase, a cytochrome P450 monooxygenase, is considered as the main ABA catabolic approach [7, 12]. Arabidopsis *CYP707A* genes are the firstly reported genes encoding ABA 8’-hydroxylase [13, 14] which are involved in several physiological processes, such as seed dormancy and germination, dehydration and rehydration, nitric oxide (NO) and sugar signal responses, and stomatal movement [15–18]. Rice ABA 8’-hydroxylase is encoded by three homologous genes *OsABA8ox1, OsABA8ox2* and *OsABA8ox3* [19]. Previous reports have partly described the functions of rice *OsABA8ox* genes. Expression of *OsABA8ox1* gene can be induced by ethylene which leads to the rapid decrease of ABA levels and consequently enhances elongation of submerged rice shoots [19, 20]. *OsABA8ox2* and *OsABA8ox3* are involved in glucose induced delay of seed germination [17]. Despite the fact that ABA catabolism plays important roles in many physiological processes, little has been deduced concerning the role of ABA catabolic genes in response to drought stress in rice. Here, we report that rice *OsABA8ox3* is a key gene regulating ABA accumulation under drought stress. Decreased *OsABA8ox3* expression by RNA interference enhanced rice drought resistance while overexpression of this gene showed hypersensitive response to drought stress.

## Materials and Methods

### Generation of RNA interference and overexpression plants

To construct the overexpression vector, the entire cDNA sequence of *OsABA8ox3* (NM_001069901) was PCR-amplified using the primers 5’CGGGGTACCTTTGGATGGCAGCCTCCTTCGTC3’ and 5’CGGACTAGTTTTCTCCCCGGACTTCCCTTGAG3’, then inserted into the pYL vector (a gift from Dr. Yao-Guang Liu, South China Agricultural University, Guangzhou) under the ubiquitin promoter. To generate the *OsABA8ox3* RNA interference plants, a 485 bp cDNA fragment was amplified with the primers 5’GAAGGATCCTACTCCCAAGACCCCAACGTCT3’ and 5’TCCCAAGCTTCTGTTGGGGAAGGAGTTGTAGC3’ and ligated into pYLRNAi vector, the inverse DNA fragment was amplified using the vector-specific primers and cloned into the same vector. The constructs were then introduced into rice (*Oryza sativa* L. cv. Zhonghua 11) by Agrobacterium- mediated transformation [21]. The transgenic rice plants that showed single insertion in T0 and 3:1 segregation ratios in the T1 were used in this study (S1 Fig.).

### Plant growth and stress treatment

Rice Zhonghua 11, pYL- transformed Zhonghua 11 (as WT), and transgenic seedlings were grown in a greenhouse at day/night temperature of 28/24°C with 14-h day and 10-h night periods. To mimic physiological dehydration experiment, the four-leaf-stage seedlings were grown in the Kimura B nutrient solution with 20% polyethylene glycol (PEG)-6000 for 4 h, and then transferred to Kimura B solution for rehydration. Samples were harvested at the referred time point to study the expression profiles of *OsABA8ox* gene family, ABA contents, antioxidant enzyme activities and DNA microarray. Soil drought stress was performed at five-leaf stage by stopping irrigation for 10 d and the drought-stressed seedlings were re-watered for 4 d.

### Gene expression analysis by quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from rice seedlings using an RNA Easy Plant Mini Kit (Qiagen, CA) and then digested with DNase I (Amersham, USA) to eliminate genomic DNA contamination. First-strand cDNA was synthesized using a SuperScript first-strand synthesis system (Invitrogen, USA). Transcript levels of selected genes were measured by qRT-PCR using a iCycler (Bio-Rad, USA) with iQ SYBR Green Supermix (Bio-Rad, USA). The data was normalized to the amplification of rice *ACTIN2* gene. For each sample, the mean value from three qRT-PCR reactions was adapted to calculate the transcript abundance. Primer sequences used for qRT-PCR are listed in S1 Table, some of them were designed according to the previous publications [17, 22].

### DNA microarray analysis

The four-leaf stage leaves sampled at 0 h and 2 h after 20% PEG treatment from WT and *OsABA8ox3* RNAi-9 line were used for DNA microarray analysis. Total RNA was isolated using TRIzol reagent and purified by RNeasy spin columns (Qiagen, Germany). DNA microarray analysis was performed using Affymetrix Rice Genome Array by standard protocol (Affymetrix). GCOS software (Affymetrix Genechip Operating software) was used for data collection and normalization, and the values were log_2_ transformed. All the data about gene expression profiles were submitted to Gene Expression Omnibus, NCBI (Accession number GSE62308). The pathway analysis of the differential expressed genes between WT and RNAi-9 was performed using the MapMan software [23]. Partial up-regulated genes from GeneChip analysis were confirmed by real-time PCR.

### ABA contents, MDA contents and antioxidant enzyme assays

For estimation of endogenous ABA levels, 0.2 g seedlings were homogenized in 1 ml of distilled water and then shaken at 4°C overnight. The homogenates were centrifuged and the supernatant was directly used for ABA assay. ABA content was determined using the radioimmumoassay (RIA) method as described previously [17]. The MDA contents were measured according to the method of Heath and Packer [24]. The results are expressed as mg g^−1^ FW of the seedlings. For estimation of the antioxidant enzyme activities, 0.2 g of each fresh sample was homogenized in 5 ml of 50 mM chilled phosphate buffer (pH 7.0) containing 1 mM EDTA and 1% polyvinylpyrrolidone. The homogenate was centrifuged at 12 000 g for 20 min at 4°C and the supernatant was used for enzyme assays. The superoxide dismutase (SOD) activity was estimated by monitoring inhibition of the photochemical reduction of nitro blue tetrazolium (NBT) according to the method of Giannopolitis and Ries [25]. Catalase (CAT) activity was assayed from the rate of H_2_O_2_ decomposition as measured by decrease of absorbance at 240 nm, following the procedure of Aebi [26]. Peroxidase (POD) activity was assayed according to Chance and Maehly [27], and the activity was determined by monitoring the increase of absorbance at 470 nm.

### Seed germination experiment

The WT, *OsABA8ox3* RNAi- and overexpression- transgenic seeds were surface sterilized and directly sown on the sterile filter papers containing 0, 1, and 5μM ABA for seed germination assay. Seeds were placed in a growth chamber with 12 h light and 12 h dark at 28°C to facilitate germination. Germination ratio (based on radicles beyond 1 mm) was recorded after 4 d imbibition. Seeds were sown on the 1/2 MS medium for root length assay. Each plate contained 40 seeds. Every experiment was repeated three times.

## Results

### Rice *OsABA8ox3* is a drought responsive gene

Abscisic acid (ABA) is a well characterized drought responsive phytohormone, which plays important roles in adapting plants to environmental stress [28]. Dynamic change of ABA content depends on both ABA biosynthesis and its catabolism [29]. To test which ABA catabolic genes are responsible for the ABA accumulation subjecting to drought stress, the expression patterns in various tissues and expression variations under PEG treatment of three homologous genes, *OsABA8ox1, OsABA8ox2* and *OsABA8ox3*, were quantitative analyzed using qRT-PCR. As shown in Fig. 1A, expression of *OsABA8ox1* was hardly to be detected in the seedlings and relative higher in stems and roots at the reproductive stage. *OsABA8ox2* gene was preferentially expressed in roots at the seedling stage and panicles at the reproductive stage. *OsABA8ox3* gene was mainly expressed in leaves at both seedling stage and reproductive stage, whereas was lowly expressed in roots (Fig. 1A). From Fig. 1B, ABA was quickly accumulated in the four-leaf stage leaves when treated with 20% PEG and reached almost 1.2 μg per gram of fresh weight after 4 h treatment. Conversely, ABA content was rapidly reduced and recovered to the basal level after rehydration (Fig. 1B). Expression of ABA catabolic genes showed no obvious variation during dehydration, except for slight up-regulation of *OsABA8ox3* gene, which may be resulted from the feed-back regulation by the increasing of ABA content and *OsNCED3* expression (Fig. 1C). *OsABA8ox3* expression was promptly induced by rehydration, which coupling with the decrease of *OsNCED3* expression, responsible for the rapid decreasing of ABA level in rice leaves (Fig. 1B, C).

**Figure 1:**
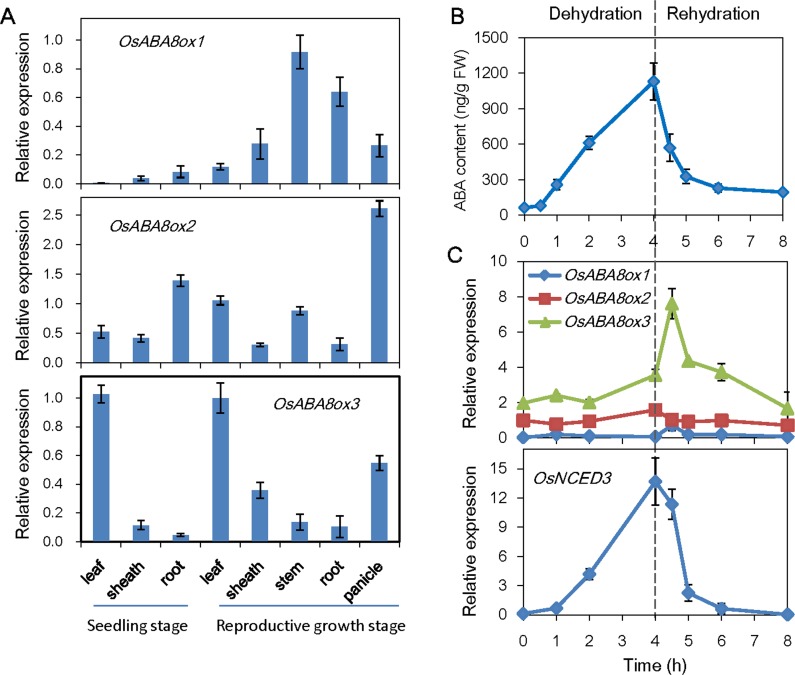
ABA accumulation and expression analysis of the *OsABA8ox* genes. (A) Expression patterns of *OsABA8ox* genes in different tissues of rice. (B) ABA accumulation and (C) *OsABA8ox* genes expression in rice leaves during PEG-mimic dehydration treatment and rehydration. Four-leaf stage seedlings were treated with 20% PEG for 4 h, and then transferred to nutrient solution for rehydration. Error bars are standard deviations based on three replicates.

### *OsABA8ox3*-RNAi plants improve rice drought tolerance

To confirm the role of *OsABA8ox3* gene in drought stress, *OsABA8ox3* RNA interference rice plants were produced with a 485 bp Open Reading Frame (ORF) region as the targeted interference DNA. We totally got 32 transgenic T0 lines. To get the homozygous lines, the T1 seedlings were further screened by 0.1% hygromycin solution, and only 4 lines which showed the segregation ratios as 3:1were obtained. To confirm the results, the T0 leaves of these 4 lines were Southern blotted using the *HPT* gene as probe. As shown in S1 Fig., all the 4 RNAi lines showed single copy genotypes (S1A Fig.). Two independent RNAi lines (RNAi-9 and RNAi-27) which showed significantly decreased expression of *OsABA8ox3* gene were used in this study (S1B Fig.). As shown in Fig. 2, the two *OsABA8ox3*-RNAi lines significantly improved rice resistance to drought stress compared with WT. After 7 days of soil drought stress under natural condition, the whole plants of WT leaves showed severe wilting phenotype, while these phenotypes appeared only at the old leaves or leaf apex in the *OsABA8ox3*-RNAi lines (Fig. 2B). The plants were re-watered after total 10 days of soil drought treatment. From Fig. 2C, almost all the RNAi lines recovered to vigorous after 4 days of rehydration, while only about 70% WT seedlings were survived (Fig. 2C, D). The experiment was also carried out by using 20% PEG treatment which showed similar results as soil drought treatment (S2 Fig.).

**Figure 2:**
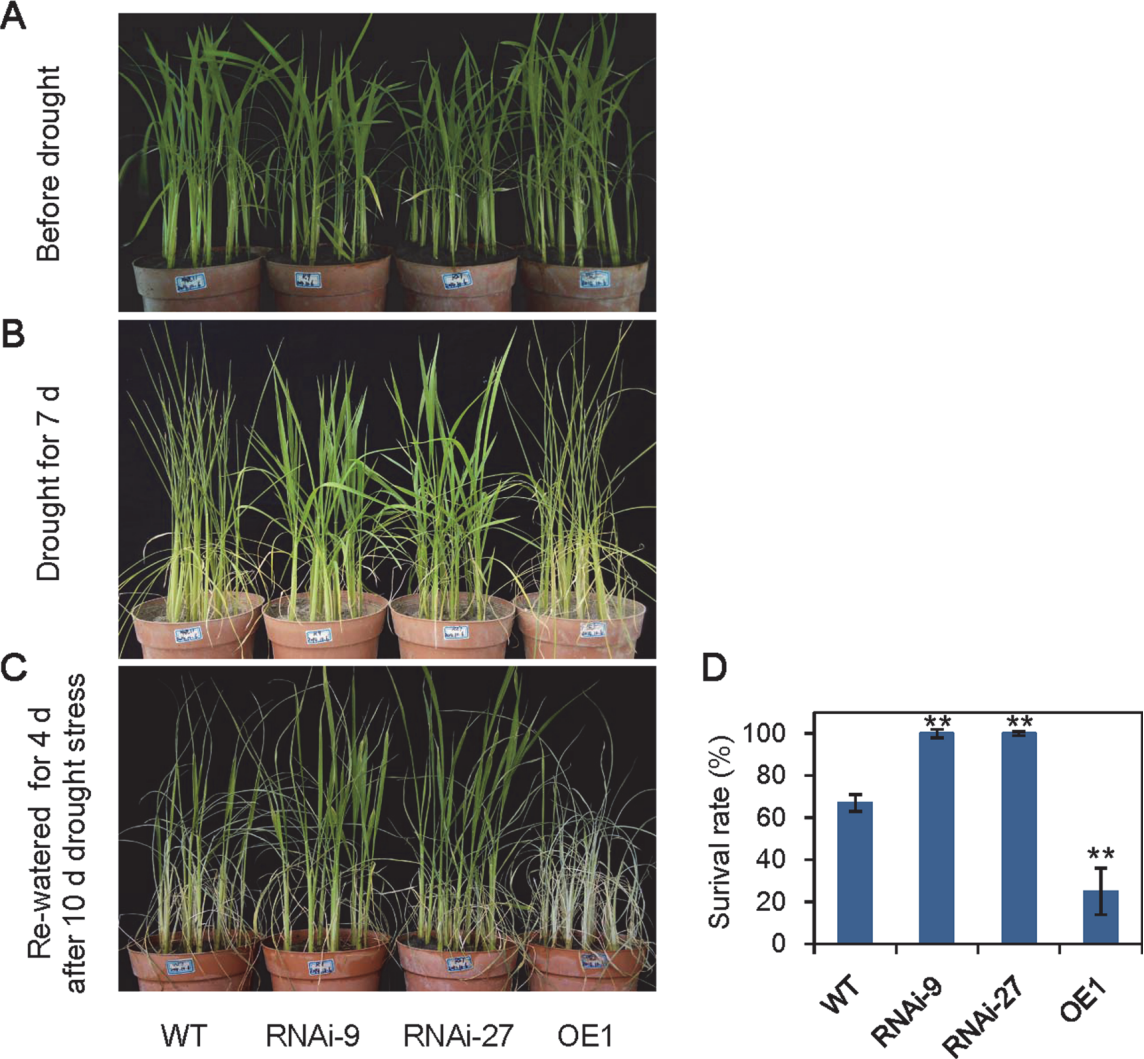
Stress tolerance assays of wild type plants and the transgenic rice. (A) Relative expressions of *OsABA8ox3* gene in RNAi and overexpression lines; (B) Performance of WT control and *OsABA8ox3* RNAi-9, RNAi -27 and overexpression lines after 7 d soil drought stress and 4 d recovery. (C) Survival rate of rice seedlings after drought stress and rewatering. Error bars are standard deviations based on three replicates (n > 40). ** Indicates significant difference from wild-type at P = 0.01.

We also generated *OsABA8ox3* overexpression transgenic plants by constructing the full length of *OsABA8ox3* gene under the control of the ubiquitin promoter. 11 transgenic T0 lines were acquired and only one homozygous line (OE1) was selected for further study after screening by the above referred method (S1 Fig.). As shown in Fig. 2, *OsABA8ox3* overexpression seedlings showed much more sensitivity to soil drought stress compared with WT. The survival rate of *OsABA8ox3* overexpression line was only 20–30% after re-watering (Fig. 2). Taken together, these results suggested that *OsABA8ox3* plays crucial roles in drought resistance in rice.

### *OsABA8ox3*-RNAi plants enhance ABA content and improve antioxidant enzyme activities under drought stress

As *OsABA8ox3*-RNAi plants showed enhanced drought tolerance, we examined the ABA content and several antioxidant enzyme activities under drought stress at the seedling stage. ABA content in both WT and *OsABA8ox3*-RNAi plants was increased after 2 h of PEG-mimic dehydration treatment. In comparison to the WT, *OsABA8ox3*-RNAi plants had higher ABA level (Fig. 3A), which may owe to the reduced expression of *OsABA8ox3* gene. Conversely, ABA content in *OsABA8ox3*-OE1 seedlings was comparably lower than that of WT in response to drought stress (Fig. 3A).

**Figure 3:**
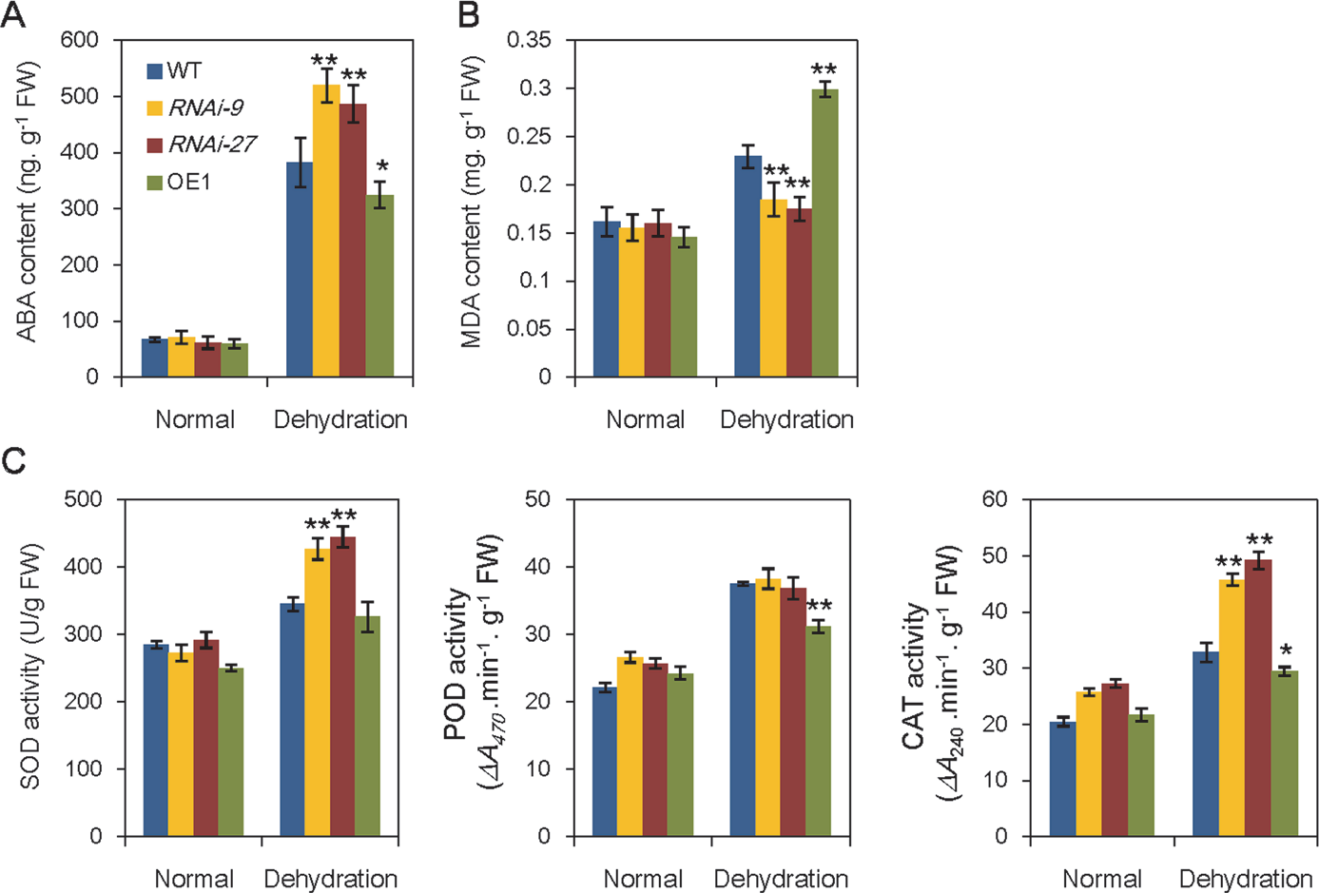
Physiological changes in the *OsABA8ox3*-RNAi and -overexpression transgenic plants. (A) ABA contents, (B) MDA contents and (C) antioxidant enzyme activities in the WT and *OsABA8ox3*-RNAi and -overexpression transgenic seedlings under normal condition and PEG treatment. Four-leaf stage seedlings were treated with 20% PEG for 2 h, then the samples were quickly frozen with liquid nitrogen. Error bars are standard deviations based on three replicates. ** Indicates significant difference from wild-type at P = 0.01.

We further analyzed the Malondialdehyde (MDA) content as which is often used as a biomarker to measure cell membrane injury and cell and tissue oxidative damage [30]. The MDA content was significantly increased in WT seedlings after drought stress, the MDA increases were less in the *OsABA8ox3*-RNAi leaves, while much higher in the *OsABA8ox3*-OE1 leaves than that of WT (Fig. 3B), indicating that Inhibition of *OsABA8ox3* expression may reduce the oxidative damage under drought stress. We also determined the activities of several antioxidant enzymes, i.e. superoxide dismutase (SOD), peroxidase (POD), and catalase (CAT). As shown in Fig. 3C, drought stress-induced SOD, POD and CAT activities in the *OsABA8ox3*-RNAi seedlings was significantly higher than those in the WT seedlings, especially SOD and CAT. In contrast, POD and CAT activities were decreased in the *OsABA8ox3*-OE seedlings. These results suggested that higher antioxidant enzyme activity plays an important role in *OsABA8ox3*-RNAi plants under drought stress.

### *OsABA8ox3*-RNAi plants enhance expressions of stress responsive genes under drought stress

To understand the molecular mechanism of drought stress resistance mediated by *OsABA8ox3* gene, we further checked the genome-wide expression profile changes in the *OsABA8ox3* RNAi-9 and WT seedlings using the Affymetrix GeneChip under the normal condition and drought stress. 

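On the arrays, leaf samples at 0 h and at 2 h of PEG lay further apart than samples of WT and RNAi-9. The changes after PEG in WT and RNAi-9 ran together once low signals were raised to a floor, and part of the difference between RNAi-9 and WT was present at both times. PEG is a polymer that lowers the water potential around the roots and so stands in for drought. Leaves at the 4-leaf stage were taken at 0 h and at 2 h of 20% PEG from WT and from RNAi-9, and each of these conditions was measured on 1 Affymetrix Rice Genome Array. Across 57258 probe sets with log2 signals under 6 raised to 6, the Pearson correlation was 0.945 between the 0 h and 2 h arrays of WT and 0.948 between those of RNAi-9. It was 0.985 between WT and RNAi-9 at 0 h and 0.984 at 2 h. The change after PEG in WT and the change in RNAi-9, which share no array, had a correlation of 0.834 across the same probe sets (0.263 for the signals as deposited), and genes are not independent replicates. Among 20916 probe sets with a log2 signal of at least 6 on all 4 arrays, 800 were over 2-fold higher in RNAi-9 than in WT at 0 h, 690 at 2 h and 273 at both times, where 26.4 would be shared if the times were independent. Another 446 were over 2-fold lower at 0 h, 357 at 2 h and 70 at both times, where 7.61 would be shared, and 8 switched direction. The authors scaled the signals with the GCOS software and took log2 values. The median log2 signal was 5.32 and 5.42 in WT at 0 h and 2 h and 5.44 and 5.45 in RNAi-9, and 42.4% to 43.4% of the probe sets reached 6. With 1 array per condition, no difference between conditions has a replicate check. No array was taken at 2 h without PEG. A change after PEG therefore also holds whatever 2 h of time or handling brought. *OsABA8ox3* and *OsNCED3* are not paired with a probe set in the annotation used, so the silenced gene was not analysed here and the labels were not checked on it.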

A total of 1436 genes showed greater than 2-fold higher expression levels in both WT and RNAi-9 seedlings after drought stress, and most of them had higher up-regulated folds in RNAi-9 seedlings than that of WT (S2 Table). 

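The named genes that rose most after PEG in both genotypes include the homeobox gene HOX24, the dehydrin gene RAB16B, the protein phosphatase 2C genes PP2C68 and PP2C30 and the sugar transporter gene SWEET16. The larger rise fell to WT somewhat more often than to RNAi-9, and many of the induced genes already had a higher signal in RNAi-9 at 0 h. After PEG, 12568 probe sets were over 2-fold higher in WT, 11815 in RNAi-9 and 5333 in both. Their median log2 change was 2.15 in WT and 2.04 in RNAi-9. The change was larger in RNAi-9 for 2361 of them, or 44.3% (exact binomial 95% confidence interval 42.9% to 45.6%, for counting error only, as probe sets are not independent). It was over 2-fold larger in RNAi-9 for 874 and over 2-fold smaller for 977. The signal was higher in RNAi-9 than in WT for 61.0% of the 5333 at 0 h and for 55.8% at 2 h, though the latter share fell to 36.0% when the arrays were scaled to their hybridization controls. HOX24 rose from 6.92 to 14.49 in WT and from 6.90 to 14.87 in RNAi-9, in log2 signal. PP2C68 rose from 8.41 to 13.35 in WT and from 7.43 to 13.83 in RNAi-9, and PP2C30 rose by 4.73 and 5.55. RAB16B rose by 7.37 in WT and by 6.70 in RNAi-9, from signals of 4.52 and 6.00. SWEET16 rose by 6.19 and 6.04. With signals under 6 raised to 6, both genes rose more in RNAi-9, RAB16B by 6.70 against 5.90 in WT and SWEET16 by 6.04 against 5.37. The calmodulin-like gene CML31 rose by 5.11 and 5.06 and the trehalose phosphate phosphatase gene TPP9 by 4.60 and 5.10. HSF1 rose by 5.27 in WT and 4.93 in RNAi-9, and QM1 rose by 4.91 and 4.78. RAB21 rose from 6.84 to 11.61 in WT and from 8.18 to 13.37 in RNAi-9. Of the named genes with the smallest change in RNAi-9 relative to WT, GST1 rose by 1.62 in WT and fell by 0.67 in RNAi-9, CSLA1 rose by 1.09 and fell by 0.96, and ILL6 rose by 3.04 and 1.05. BURP17 rose by 0.59 and fell by 1.34, NIP1-1 rose by 0.72 and fell by 1.18 and SAP5 rose by 1.43 and fell by 0.38. Cht2 rose by 2.20 in WT and 0.41 in RNAi-9, and GDH2 rose by 1.54 in WT and fell by 0.22. For CSLA1, ILL6, NIP1-1, Cht2 and GDH2 the difference lay at 0 h, where RNAi-9 was higher by 2.19, 1.94, 1.80, 1.66 and 1.92. At 2 h their signals were close, such as 9.30 in WT and 9.25 in RNAi-9 for ILL6. GST1, BURP17 and SAP5 were lower in RNAi-9 at 2 h, by 0.82, 1.84 and 0.90.

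**Figure D1:**
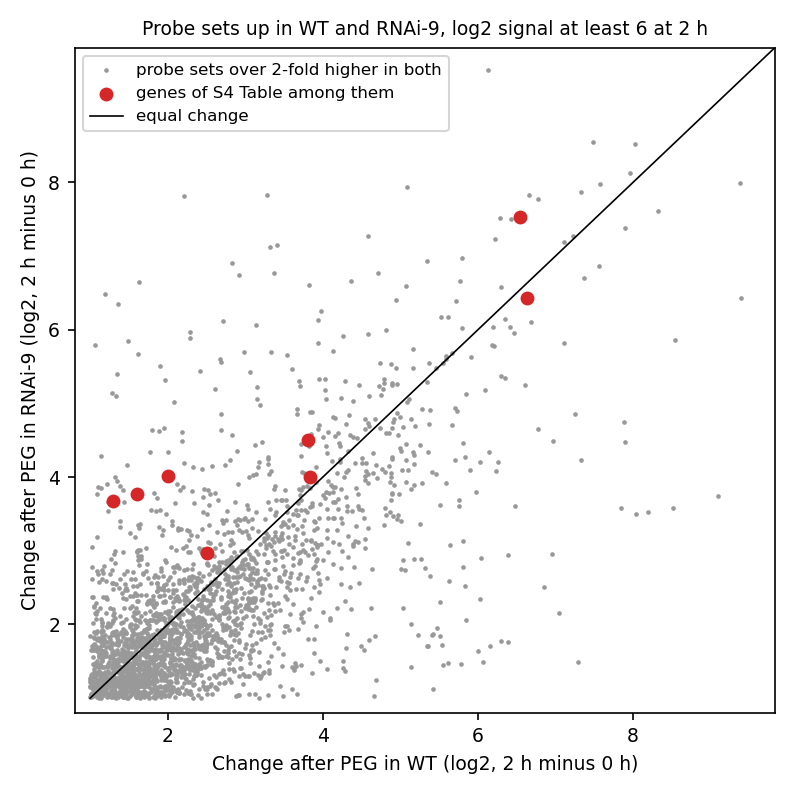
Log2 change after PEG in WT (horizontal) and RNAi-9 (vertical) for the 2554 probe sets over 2-fold higher in both with a log2 signal of at least 6 in both 2 h arrays. Red points are the genes of S4 Table that belong to them, the line marks equal change, and 938 probe sets lie above it.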

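Genes of ABA signalling rose after PEG in both genotypes, as did single genes of jasmonate signalling, calcium signalling and sugar metabolism. The signed change was lower in RNAi-9 than in WT for 7 of 8 DREB genes and 6 of 8 NAC genes. This counts smaller rises, larger falls and rises in WT that became falls. Among 12 genes for SnRK2 kinases and ABA-responsive bZIP factors, the median log2 change was 1.38 in WT and 1.59 in RNAi-9, each above all 10000 random lists of matched signal, and 7 were over 2-fold higher in both. Gene by gene, the median difference was −0.12. The bZIP23 gene rose by 3.85 in WT and 3.13 in RNAi-9, SAPK9 by 3.38 and 3.25, SAPK7 by 2.98 and 2.69 and SAPK2 by 2.16 and 1.99. Of 55 genes for protein phosphatases 2C, 19 rose over 2-fold in WT, 16 in RNAi-9 and 13 in both, with medians of 0.49 and 0.35. With signals under 6 raised to 6, these numbers were 15, 12 and 12, and the medians were 0.40 and 0.05. PP2C08 rose by 4.24 and 5.08 and PP2C59 by 4.21 and 4.47. The 8 DREB genes had median changes of 1.10 in WT and 0.03 in RNAi-9 (−0.25 when the arrays were scaled to their hybridization controls), and the median difference of −1.06 lay at percentile 0.06 of the random lists. That difference was −0.52 with signals under 6 raised to 6. Over 2-fold, 3 of the 8 fell in RNAi-9 and 0 in WT, or 1 and 0 with that floor. DREB1G rose by 2.65 and 2.10, and DREB2A rose by 1.75 and 1.25. The probe set of the DREB gene Os06g03670, which the paper selected, is not paired with a gene and does not enter this list. It rose by 6.64 in WT and 6.44 in RNAi-9, so the list medians do not describe it. All 8 were higher in RNAi-9 than in WT at 0 h, by a median of 0.79, or 0.27 with signals under 6 raised to 6. Among 8 NAC genes the medians were 0.92 and 0.64, with 3 over 2-fold higher in WT and 4 in RNAi-9, and NAC071 rose by 3.82 and 2.66. The 17 TIFY genes of jasmonate signalling had medians of 0.52 and 0.51, with JAZ13 rising by 4.86 and 3.53 and JAZ9 by 3.69 and 1.94. The 13 stress-associated zinc finger genes had medians of 0.83 and 0.67, and SAP17 rose by 3.69 and 2.83. CBL-interacting kinase genes (24) had medians of 0.62 and 0.34. With signals under 6 raised to 6, CIPK6 rose most, by 4.17 in WT and 5.04 in RNAi-9. CIPK32 rose by 2.30 and 1.91, or by 1.64 and 1.66 with that floor. The 20 calcium-dependent kinase genes had medians of 0.44 and 0.31, while 1 of them was over 2-fold higher in both and CPK20 rose by 1.15 and 0.52. With signals under 6 raised to 6, these medians were 0.06 and 0.005, and 0 genes were over 2-fold higher in both. The medians of 9 genes named TPP, listed as trehalose phosphate phosphatases, were 1.34 in WT and 0.06 in RNAi-9. The latter was −0.21 when the arrays were scaled to their hybridization controls. Different genes of the list share the name TPP2, so the name alone does not settle the family. TPP1 rose by 1.88 and 0.77. The WT median of this list was 0.18 with signals under 6 raised to 6. The 16 sugar transporter genes had medians of 0.47 and 0.23 (−0.05 in RNAi-9 with the hybridization controls), and SWEET15 rose by 4.33 and 4.09. With signals under 6 raised to 6, these medians were 0 and 0.05, and SWEET15 rose by 2.24 and 3.37. The aquaporin list (26 genes) was set by symbol and also holds PIP5K, whose name does not mark it as an aquaporin. Its medians were 0.54 in WT and 0.70 in RNAi-9 for the whole list (0.61 and 0.43 with the hybridization controls). PIP1;3 rose by 2.55 and 1.99.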

Noticeably, many of these genes have been annotated to be involved in stress response, hormone metabolism, signal transduction and basic metabolisms (S3 Table). Several of these genes were further validated by qRT-PCR, such as late embryogenesis abundant (LEA) proteins (Os05g46480, Os01g50910 and Os04g49980), dehydrin family proteins (Os11g26760 and Os01g50700), heat shock protein (Os03g16920 and Os02g54140), dehydration-responsive element-binding (DREB1A) protein (Os06g03670) and zinc finger protein (Os05g10670). From Fig. 4, all of the selected genes showed enhanced expression levels after drought stress and, moreover, their expression levels in *OsABA8ox3* RNAi-9 and RNAi-27 seedlings were significant higher than in the WT. These results confirmed the microarray data although the absolute values of the fold changes showed slight variation for some genes (Fig. 4, S4 Table).

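The selected genes for LEA proteins, dehydrins and heat shock proteins reached higher signals in RNAi-9 than in WT after PEG on the arrays as well. For most of them the change was also larger in RNAi-9 when each genotype was set against its own 0 h array. Of the 9 genes, 8 were over 2-fold higher after PEG in WT and 9 in RNAi-9, the change was larger in RNAi-9 for 8, and the 2 h signal was higher in RNAi-9 for 9 and over 2-fold higher for 6. When the arrays were scaled to their hybridization controls, the change was larger in RNAi-9 for 7 and the 2 h signal higher for 7. The DREB gene Os06g03670 rose from 6.12 to 12.76 in WT and from 6.68 to 13.12 in RNAi-9, and the change in RNAi-9 was the smaller by 0.20 against its own 0 h array but the larger by 0.36 when set against WT at 0 h. The zinc finger gene Os05g10670 rose by 1.30 in WT and by 3.68 in RNAi-9. The LEA gene Os05g46480 rose from 10.30 to 12.30 in WT and from 9.35 to 13.37 in RNAi-9, Os01g50910 rose by 6.54 and 7.53, and Os04g49980 rose by 3.84 and 4.00. The difference for Os04g49980 was 0.16, and it became −0.18 when the arrays were scaled to their hybridization controls and 0.93 with signals under 6 raised to 6. The dehydrin gene Os11g26760 (RAB16C) rose by 2.50 in WT and 2.97 in RNAi-9, from a 0 h signal that was higher by 1.11 in RNAi-9. Os01g50700 (rab25) rose by 3.80 and 4.50. The heat shock gene Os03g16920 rose by 1.60 in WT and 3.77 in RNAi-9, from low signals of 4.98 and 4.69. It rose by 0.58 and 2.46 with signals under 6 raised to 6, which leaves 7 of the 9 genes over 2-fold higher in WT. Os02g54140 (HSP18.6) stayed low in WT, at 6.14 and 6.22 (a change of −0.01 after scaling to the median of all probe sets), and rose from 6.86 to 11.60 in RNAi-9. The study chose these genes from the same arrays.

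**Figure D2:**
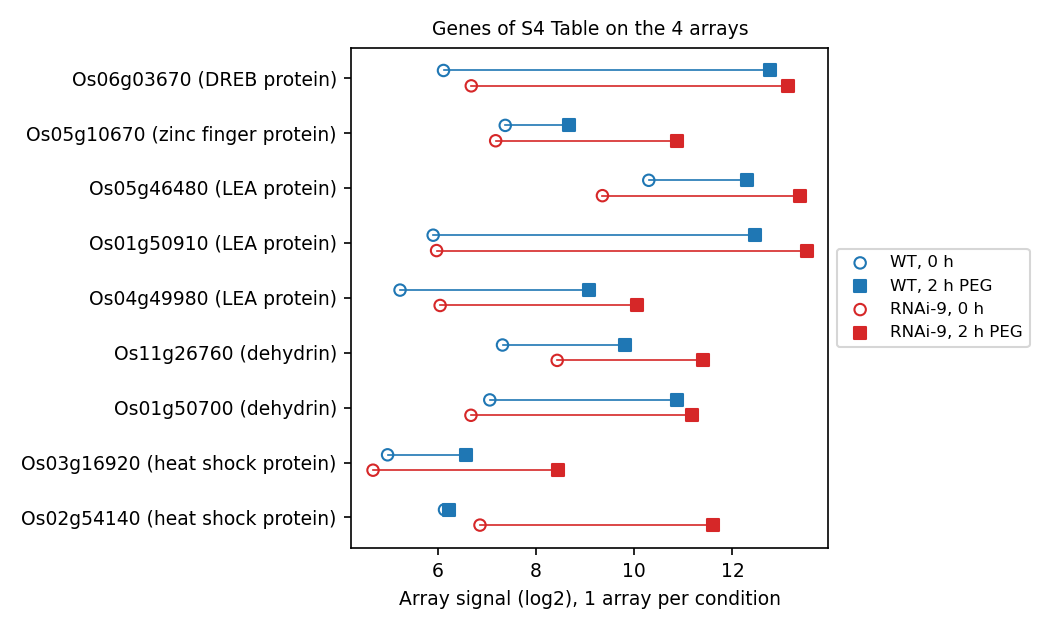
Log2 signal of the genes of S4 Table on each array, 1 array per condition. Open circles are 0 h, filled squares are 2 h of PEG, WT is blue and RNAi-9 is red, and each red square lies to the right of the blue square of its gene, which held for 7 of the 9 genes when the arrays were scaled to their hybridization controls.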

**Figure 4:**
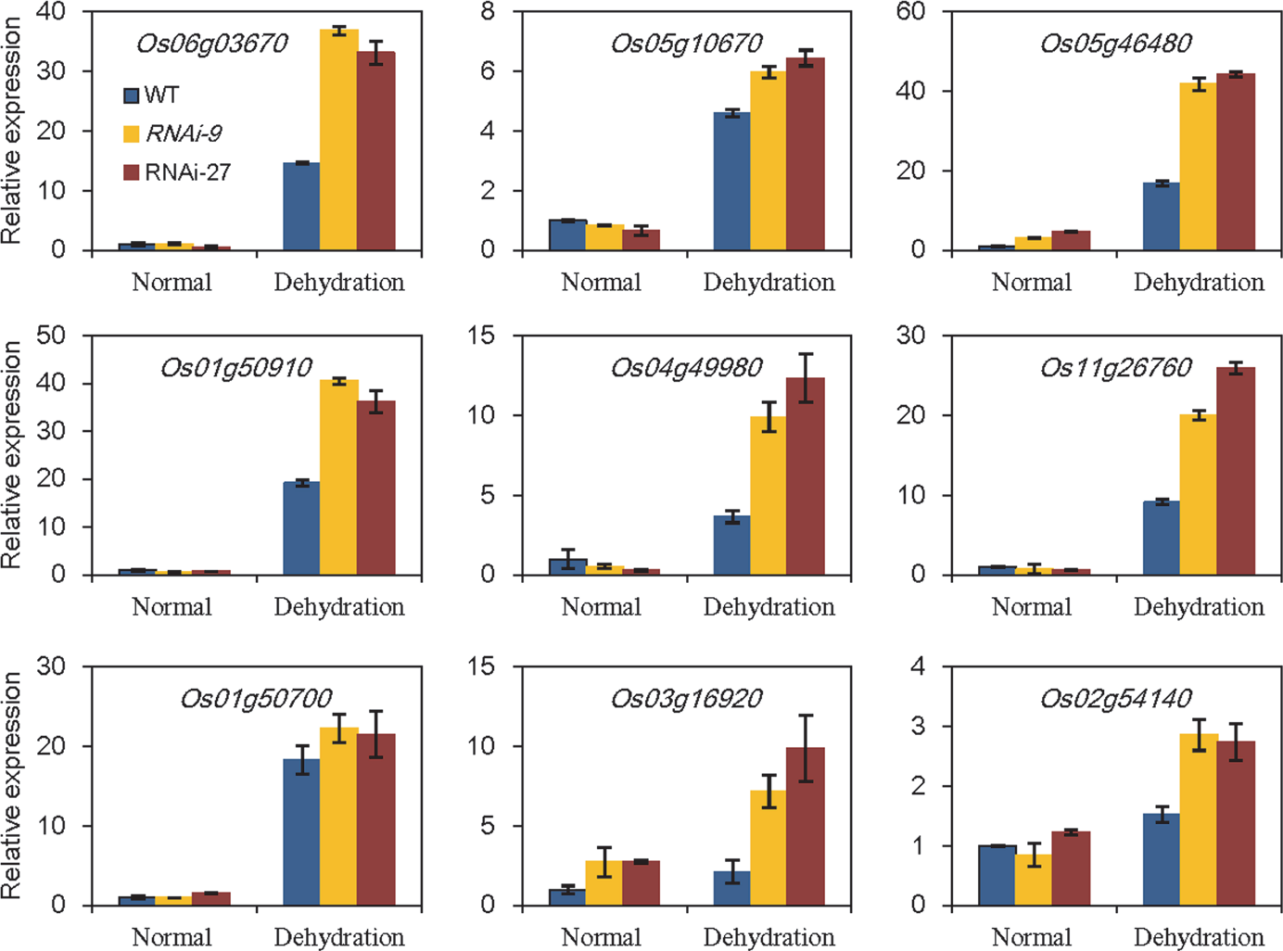
Relative expression levels of 9 stress-related genes in the WT and *OsABA8ox3* RNAi transgenic plants under normal and PEG-treated conditions detected by qRT-PCR. Four-leaf stage seedlings were treated with 20% PEG for 2 h, and then the samples were quickly frozen with liquid nitrogen for RNA extraction. The genes include dehydration-responsive element-binding protein (Os06g03670), zinc finger protein (Os05g10670), late embryogenesis abundant proteins (Os05g46480, Os01g50910 and Os04g49980), dehydrin family proteins (Os11g26760 and Os01g50700) and heat shock protein (Os03g16920 and Os02g54140).

### Increase in ABA sensitivity of *OsABA8ox3*-RNAi seeds during germination

We also checked the seed germination of *OsABA8ox3* transgenic plants since this physiological process is closely related to endogenous ABA level. The germination rates of WT, *OsABA8ox3* RNAi lines and overexpression line were compared under normal condition and ABA treatment. As shown in Fig. 5A, there were only slight reductions of germination rates in *OsABA8ox3* RNAi-9 and RNAi-27 seeds compared with that of WT in the normal medium, while the *OsABA8ox3* RNAi seeds seem much more sensitive than WT to exogenous ABA. For example, the seed germination rates reduced 11.0% and 14.6% in *OsABA8ox3* RNAi-9 and RNAi-27 seeds, respectively, compared with WT under 1 μM ABA treatment, as well as 30.9% and 30.0%, respectively, under 5 μM ABA treatment after 4 d imbibition (Fig. 5A). Similar results can also be observed by assaying the root length of WT and *OsABA8ox3* RNAi lines after 7 d growth on the 1/2 MS medium (Fig. 5B, C). The primary root growth of the *OsABA8ox3* RNAi-9 and RNAi-27 seedlings were obviously retarded compared with WT, either in normal condition or external supplying of ABA (Fig. 5B, C). In contrast, *OsABA8ox3* OE1 line slightly enhanced the seed germination rate and root length, especially under the condition of 5 μM ABA treatment (Fig. 5). The results suggested that the inhibition of *OsABA8ox3* gene expression in *OsABA8ox3*-RNAi plants showed hypersensitivity to exogenous ABA during seed germination and post-germination growth.

**Figure 5:**
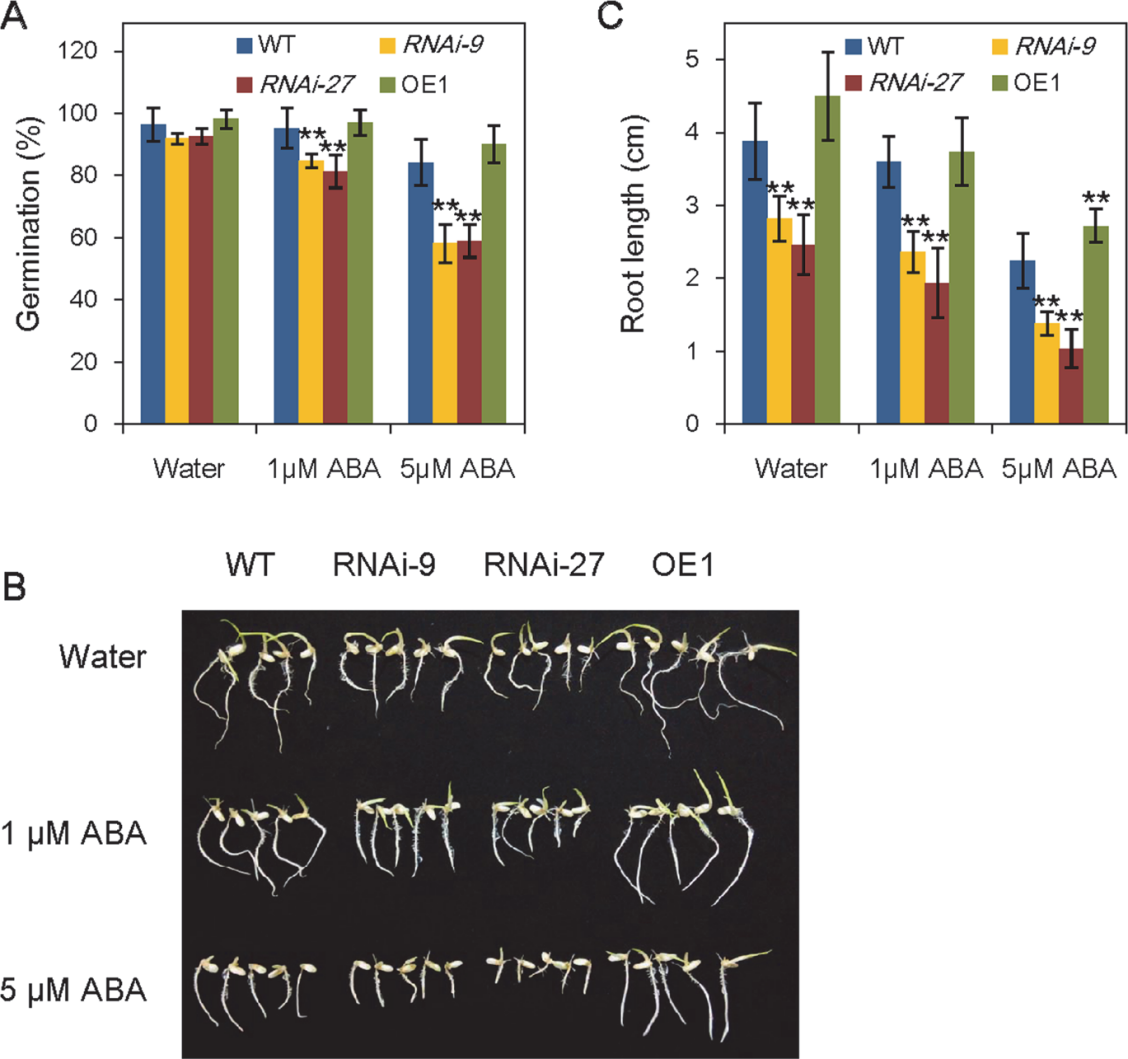
ABA sensitivity of the *OsABA8ox3* transgenic seeds during germination and post-germination growth. (A) Seed germination, (B) Post-germination root growth and (C) Root length of WT and *OsABA8ox3*-RNAi and -overexpression transgenic plants in response to exogenous ABA. Seeds treated with water and ABA (1μM and 5μM) were imbibed at 28°C to facilitate germination and post-germination growth. Error bars are standard deviations based on three replicates. ** Indicates significant difference from wild-type at P = 0.01.

## Discussion

Plant endogenous ABA level is controlled by the equilibrium between ABA biosynthesis and catabolism [9]. In many cases, expressions of ABA biosynthesis genes and ABA catabolic genes were co-regulated in plant development and exogenous environmental stress. For example, ABA levels in tomato ovaries are regulated by *LeNCED1* and *SlCYP707A1* [31]. Controlling anther ABA homeostasis by regulating expression of *TaNCED1, TaNCED2* and *TaABA8′OH1* in wheat is important for reproductive stage stress tolerance [32]. Both of the ABA biosynthesis gene *AtNCED3* and ABA catabolic gene *AtCYP707A3* are well characterized to be the key genes in response to drought stress in *Arabidopsis* [11, 33]. Hwang et al [34] proved that rice *OsNCED3* is involved in ABA biosynthesis and drought tolerance through ectopic expression in *Arabidopsis*. Our data also showed that *OsNCED3* is crucial for rice adapting to drought stress, and the down-regulation of *OsNCED3* in transgenic seedlings by RNA interference showed hypersensitivity to drought stress (data not shown). Despite the fact that ABA catabolism plays important roles in many physiological processes, little has been deduced concerning the role of ABA catabolic genes in drought stress in rice.

Expression profiles of ABA hydroxylase gene family *OsABA8ox1, OsABA8ox2* and *OsABA8ox3*, were quantitative analyzed in response to PEG-mimic drought stress. PEG has been widely used to mimic water stress for many cases, i.e. two common stress signaling pathways, the ABA dependent and ABA independent pathway, which have became a paradigm in plant stress biology, were revealed by PEG-mimic drought stress studies [35, 36]. From Fig. 1A, *OsABA8ox3* gene was of the highest expression level among the three *OsABA8ox* genes in rice leaves. Moreover, expression of *OsABA8ox3* was promptly induced by rehydration, which showed a contrary tendency with the changes of ABA level (Fig. 1B, C), implying *OsABA8ox3* may be the major ABA catabolic gene that negatively controls ABA level during drought stress. We therefore constructed rice *OsABA8ox3* RNAi and overexpression transgenic plants. The data showed that *OsABA8ox3* RNAi lines had enhanced drought resistance while the overexpression seedlings were hypersensitive to drought stress (Fig. 2). Accumulation of the endogenous ABA contents in *OsABA8ox3* RNAi-9 and RNAi-27 seedlings was higher than that of WT to confer drought stress (Fig. 3), indicating that inhibition of *OsABA8ox3* expression is responsible for the drought-induced ABA accumulation, which subsequently leads to higher drought resistance.

Considered as a stress hormone, ABA in plants is dramatically induced by water stress. In the past two decades, crosstalk between ABA signal and ROS signal has been intensively studied [37, 38], and it is now well known that drought induced-ABA plays a key role in triggering the increased generation of ROS [39, 40]. To protect cells from oxidative damage by over-accumulated ROS, the plants have evolved a complicated antioxidant defense system which is readily induced by increased ROS [41, 42]. Thus, the increased ABA levels in *OsABA8ox3* RNAi leaves under drought stress may stimulate antioxidant system and induce the expressions of ABA/drought- responsive genes. We therefore checked MDA content and activities of several typical antioxidant enzymes. The increase of MDA content, as a biomarker of cell membrane injury, was relatively lower in the *OsABA8ox3* RNAi plants than that of WT under drought stress (Fig. 3B). To copy with the overproduction of ROS, plants have developed numerous scavenging enzymes such as SOD, POD and CAT to adjust ROS homeostasis [41, 42]. In this study, *OsABA8ox3* RNAi plants had higher SOD and CAT activities, while *OsABA8ox3*-overexpression transgenic plants had lower POD and CAT activities compared with WT (Fig. 3C). We also checked the differential expression of genes between *OsABA8ox3*-RNAi line and WT seedling under the normal condition and drought stress, and noticed that more than 10 genes encoding LEA, dehydrin and HSP protein had higher up-regulated folds in *OsABA8ox3*-RNAi seedlings than that of WT (Fig. 4, S2 Table, S3 Table). LEA and dehydrin family proteins, which are found in seeds and vegetative organs of plants, have been reported to be associated with increased stress tolerance in plants [22, 43]. Up-regulation of these genes in the *OsABA8ox3*-RNAi plants might contribute to the resistance to drought stress.

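LEA proteins and dehydrins bind water and protect membranes and proteins during drying, and heat shock proteins keep other proteins folded. Of the 8 LEA and dehydrin genes with a name, 6 were over 2-fold higher after PEG in both genotypes and 6 changed more in RNAi-9. Among heat shock protein genes, more rose over 2-fold in RNAi-9 than in WT. The 8 genes had a median log2 change of 3.08 in WT and 4.26 in RNAi-9. Their median difference of 0.59 lay at percentile 99.7 of the random lists and stayed above 0 with each other scaling of the arrays, the lowest being 0.24. The Emp1 gene rose by 3.67 in WT and 4.92 in RNAi-9. LEA19, which is Os05g46480, was the only member with a log2 signal above 9 at 0 h. Dhn1 rose by 1.74 in WT and fell by 0.02 in RNAi-9, or rose by 1.13 and 0.92 when each probe set was raised to a floor of 6. The 3 genes of the RAB16 group that could be paired by that name had medians of 2.50 and 2.97, and RAB16D rose by 0.63 and 1.32. The 35 genes of the heat shock protein list had median changes of 0.28 in WT and 1.01 in RNAi-9. Of these, 9 rose over 2-fold in WT, 18 in RNAi-9 and 8 in both, or 4, 16 and 4 with signals under 6 raised to 6. The list was set by symbol and also holds genes named bip with a number, such as bip103, bip115 and bip130. Their names do not mark them as heat shock proteins. The median difference was 0.23 as deposited, which is the value of bip130, so it need not describe the other members. It was −0.12 when the arrays were scaled to their hybridization controls. In RNAi-9, 14 of the 35 genes changed over 2-fold more than in WT and 1 over 2-fold less. HSP17.4 rose by 3.32 in WT and 7.13 in RNAi-9, while HSP24.1 rose by 3.91 and 4.13. One probe set of HSP18.1 fell by 0.12 in WT and rose by 4.62 in RNAi-9, and its other probe set rose by 1.15 and 4.29. A probe set of HSP17.7 fell by 1.46 in WT and rose by 2.77 in RNAi-9, and HSP23.2 rose by 0.45 and 4.16. HSP16.9A rose by 0.58 and 3.67, and CLPB1, which encodes a chaperone of another family, rose by 1.77 and 4.35. The 20 heat stress transcription factor genes had medians of 0.66 and 0.88 (0.73 and 0.61 with the hybridization controls). A probe set of HSF11, which is among them, rose by 1.34 in WT and 5.40 in RNAi-9. Outside these families, SWEET11 rose by 2.22 and 4.49. The rise over 2-fold in WT was lost with signals under 6 raised to 6 for CLPB1 (0.0014 in WT and 3.28 in RNAi-9), HSF11 (0.58 and 4.63) and SWEET11 (0 and 3.26). Likewise that probe set of HSP17.7 then fell by 0.82 in WT, and HSP23.2 changed by 0 in WT and 3.65 in RNAi-9. The mean over the probe sets of HSP17.7 then changed by −0.41 in WT and 1.39 in RNAi-9. The paper points to the larger folds of LEA, dehydrin and HSP genes in RNAi-9 and to earlier reports on LEA and dehydrin proteins. It proposes that these genes might contribute to the drought resistance of the RNAi plants.

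**Figure D3:**
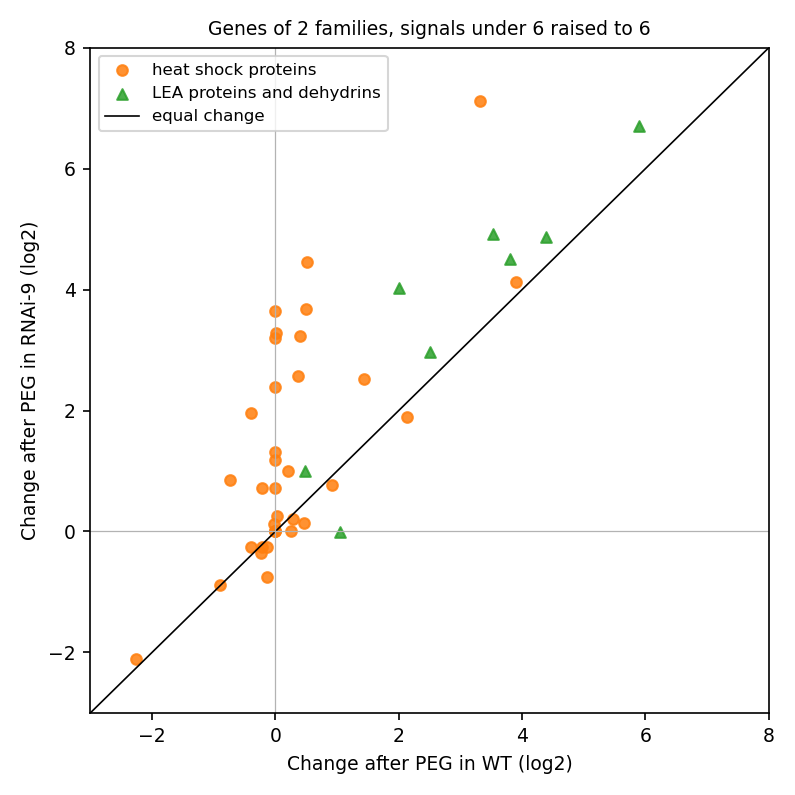
Log2 change after PEG in WT (horizontal) and RNAi-9 (vertical), with signals under 6 raised to 6. Circles are the 35 genes of the heat shock protein list, which includes genes named bip with a number. Triangles are 8 LEA and dehydrin genes. The line marks equal change, and 23 circles and 7 triangles lie above it. For signals without that floor, the median difference of heat shock protein genes was 0.23 as deposited and −0.12 with the arrays scaled to their hybridization controls.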

ABA is one of the most important hormones of seed dormancy and germination. The decrease of ABA level and increase of gibberellins (GA) level are the essential prerequisite for seed germination [44, 45]. In an earlier study, we demonstrated that *OsABA8ox2* and *OsABA8ox3* are the key genes controlling ABA levels during seed germination in rice [17]. In this study, seed germination and primary root growth of the *OsABA8ox3*-RNAi lines showed hypersensitivity to exogenous ABA, while *OsABA8ox3*-overexpression transgenic plants decreased the sensitivity compared with WT (Fig. 5). These findings further confirmed that *OsABA8ox3* gene, as the ABA catabolic key gene, responses not only to drought stress, but also to seed germination and post-germination growth.

## Supporting Information

S1 Fig Screening of the *OsABA8ox3* transgenic lines. (A) Southern blotting of the transgenic lines. (B) Expression levels of *ABA8ox3* in WT, RNAi lines and overexpression lines analyzed by qRT-PCR. Transgenic lines RNAi9, RNAi27 and OE1 were selected for this study.
(TIF)

S2 Fig Stress tolerance assays of the wild type plants and the *OsABA8ox3* transgenic rice under 20% PEG treatment.

S1 Table qRT-PCR primers in this study.

S2 Table Expression profiles of 2-fold up- and down-regulated genes in both WT and RNAi-9 transgenic seedlings after drought stress.

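Probe sets that were lower after PEG in both genotypes fell by nearly the same median size in WT and RNAi-9 as deposited, but more in RNAi-9 with the arrays scaled to their hybridization controls. Single homeobox, auxin response, expansin and cyclin genes were among those that fell, while the families of expansins and cell division genes went both ways. On the arrays, 4689 probe sets were over 2-fold lower after PEG in both genotypes, with 12013 lower in WT and 12147 in RNAi-9. Their median log2 change was −1.69 in WT and −1.72 in RNAi-9, and the drop was larger in RNAi-9 for 2409 of them, or 51.4% (exact binomial 95% confidence interval 49.9% to 52.8%). With the hybridization controls these medians were −1.62 and −2.00, and the share among probe sets lower in both was 60.6%, against 49.0% with the median of all probe sets. The homeobox gene HOX4 fell by 3.55 in WT and by 3.84 in RNAi-9, and HOX20 fell by 2.79 and fell by 2.32. ELF1, which encodes a ubiquitin ligase, fell by 3.10 in WT and fell by 2.82 in RNAi-9. A probe set of IAA8 fell by 2.98 and fell by 2.76, and BURP16 fell by 2.65 and fell by 3.42. The mean over the probe sets of IAA8 changed by −1.49 in WT and −1.38 in RNAi-9 with signals under 6 raised to 6. MYBAS1 fell by 3.44 and fell by 4.75, and with signals under 6 raised to 6 it fell by 3.14 in WT and fell by 2.65 in RNAi-9. Among 29 expansin genes the medians were −0.18 in WT and −0.29 in RNAi-9, and 9 were over 2-fold higher and 8 over 2-fold lower in WT, with EXPB4 at −2.30 and −3.03 and EXPA2 at −2.29 and −2.45. EXLA2, another expansin gene, rose by 2.87 and 2.61. The 47 genes for histones, cyclins and replication factors had medians of −0.39 in WT and −0.30 in RNAi-9 (−0.31 and −0.57 with the hybridization controls). The medians of both lists were 0 with signals under 6 raised to 6. In WT, 1 expansin gene was then over 2-fold higher and 3 lower, and 2 cell division genes were higher and 5 lower. CYCD5-1 fell by 2.32 and fell by 2.21. CIPK10 fell by 2.16 and fell by 2.19, and HSP18.8 fell by 2.26 and fell by 2.11. Light harvesting, photosystem and Rubisco genes (7) had medians of −0.30 and −0.11 (0.03 in RNAi-9 when the arrays were scaled to probe sets with a log2 signal of at least 8), and none changed over 2-fold in either genotype. Their median difference of 0.18 became −0.17 with the hybridization controls.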

S3 Table The pathway analysis of the genes with higher up-regulated expression levels in RNAi-9 transgenic seedlings than WT after drought stress using the MapMan software.

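S3 Table sorts genes by MapMan, which places each gene in a class of cell function. Its genes differ from the wider set of induced genes in that all of them changed more in RNAi-9, since the study selected them for this on the same arrays, so their counts are no independent evidence. The table lists 260 different probe sets, and 260 of them were over 2-fold higher after PEG in both genotypes, changed more in RNAi-9 and had the higher 2 h signal there. Their median log2 change was 1.74 in WT and 2.52 in RNAi-9. Stress-related genes had medians of 1.66 in WT and 2.88 in RNAi-9, and for 20 of the 40 entries the change was over 2-fold larger in RNAi-9. Genes of hormone metabolism (27) had medians of 1.96 and 2.48, and signalling genes (25) had 1.33 and 1.91. Development genes (17) had 1.96 and 2.76, and their 2 h signal was higher in RNAi-9 by a median of 1.32. Transporter genes (22 entries) had 1.57 and 1.71, protein-related genes (52) had 1.63 and 2.36 and RNA-related genes (83 entries) had 1.90 and 2.71. DNA-related genes (11) had 1.52 and 2.93, with a median 0 h signal in RNAi-9 that was 0.44 below WT (a difference of −0.44).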

S4 Table The expression fold changes of the selected genes for qRT-PCR analysis in microarray.

How the deposited data were processed for this re-analysis (not part of the article)

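Leaves of WT and *OsABA8ox3* RNAi-9 rice seedlings (cultivar ZH11) were measured at 0 h and at 2 h of 20% PEG on Affymetrix Rice Genome Arrays, with 1 array per condition and 4 arrays in all. The line number comes from the paper's methods. The authors collected and normalized the signals with the GCOS software (MAS5 is named as the processing tool, with no version given) and deposited them as log2 signal, scaled array by array to a target that the paper's text does not name. The lowest value is 0, which 762 to 993 probe sets had on each array.

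All 57258 probe sets of rice were used and 123 control probe sets were left out. Differences were taken between the deposited log2 signals, with no floor and no filter. A probe set counted as changed at over 2-fold (1 in log2). The change in each genotype was its 2 h array minus its own 0 h array, and the difference of changes was RNAi-9 minus WT. As no 2 h array without PEG exists, PEG and time cannot be told apart. A list gene is said to change more or less in RNAi-9 where this signed difference is above or below 0, also where it fell. With 1 array per condition there is no p-value and no standard deviation, and the number of arrays limits the precision. Shares have an exact binomial 95% interval for counting error only.

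Gene names came from the probe set annotation and from a table of rice genes on assembly ASM3414082v1, used for names only, with no coordinates. Of the probe sets, 22531 were in the annotation, 22436 paired with 1 gene, 95 with several and 34727 with none. They covered 17905 genes, of which 2451 had a name other than a clone or locus number. *OsABA8ox3* and *OsNCED3* were not paired, in the annotation or in the parts of the supplementary tables that were used.

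The named genes were chosen by a rule set before the data were examined, when S2 to S4 Tables had been seen. It takes the genes that the paper names, and, after raising signals under 6 to 6, the 10 named genes that rose most and the 10 that fell most in both genotypes, the 8 with the highest and the 8 with the lowest difference of changes, the 5 highest and 5 lowest for RNAi-9 against WT at each time, and 2 to 4 members of each gene list with the largest change. Genes named beyond this rule were chosen after their values were seen. Not all list members that the rule gives are printed, the aquaporin gene TIP1 among those left out. Of 56 entries by rank, for 49 genes, 56 kept their direction with the signals as deposited. For rises, falls and genotype differences this was fixed, since a floor cannot reverse the sign of a difference between arrays. Only the entries ranked by the difference of changes could have changed direction.

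Of the lists planned on gene descriptions, 18 were not run because the gene tables hold names and no descriptions. The 3 lists by locus were run on the genes that could be paired by name. These were 6 of 12 for ABA synthesis and breakdown, 12 of 15 for ABA signalling and 3 of 4 for RAB16. A gene listed under another name was missed. Another 23 lists by gene symbol were set after the annotation had been read and before the medians were computed, for LEA proteins and dehydrins, heat shock proteins, heat stress factors, protein phosphatases 2C, DREB, NAC, stress-associated zinc finger and TIFY proteins, aquaporins, antioxidant enzymes, expansins, cellulose synthases, cell division, ribosomal proteins, photosynthesis, Aux/IAA repressors, cytokinin response regulators, CBL-interacting and calcium-dependent kinases, trehalose phosphate enzymes, seed storage proteins, sugar transporters and HAK transporters. After the medians had been printed once, 6 genes of another family with a shared synonym were left out of these lists. Genes named bip with a number stayed in the heat shock protein list, and PIP5K stayed in the aquaporin list. The list for trehalose phosphate enzymes holds only genes named TPP. Genes with several probe sets took their mean. A list's median was placed among 10000 random lists of as many genes, matched in 20 bins of mean signal, as a description of these arrays and not as a test. Lists under 5 genes got no percentile.

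The alternatives were a minimum log2 signal of 5, 6 or 8, a floor of 6, an offset of 32 added to the linear signal, 3 other scalings of the arrays (median of all probe sets, median of probe sets of at least 8 in all arrays, quantile normalization), no probe sets that can hybridize to several transcripts, counting by gene, fold thresholds of 1.5 and 3, the WT 0 h array as baseline, and the highest probe set per gene. Scaling to the 9 bacterial and phage hybridization controls, and a selection that also asks for a higher signal in RNAi-9 at 2 h, were added after the values had been seen. Relative to the deposited values, scaling to the hybridization controls shifted the median change of all probe sets by 0.07 in WT and by −0.27 in RNAi-9 and the median genotype difference at 2 h by −0.41. Scaling to the median of all probe sets shifted the median difference at 0 h by −0.12, and scaling to probe sets of at least 8 shifted the median change by 0.11 in WT and 0.14 in RNAi-9.

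Of S2 Table, 673 of the 1436 entries for increased genes were used, since the copy at hand ends there, and their 4 signals equal the deposited ones within 0.001. These entries are sorted by the falling ratio of the RNAi-9 fold to the WT fold down to 1.01, so all 673 changed more in RNAi-9, and all 673 also had the higher 2 h signal there. The list of decreased genes in that table was not used here. No overlap with S2 Table was tested.

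The counting was tested on simulated data for 57258 probe sets with noise of SD 0.3. This noise was the same at every signal, and changes were planted only at a mean log2 signal of at least 6. The simulation therefore does not show how many of the deposited counts at low signals are noise. Of 50 probe sets planted at a log2 change of 1.5 in both genotypes 42 were counted, of 50 at 2 there were 49, and of 50 each at 3 and 4 there were 50, while 9 of 57058 unchanged ones were counted. For the lists, simulated on 17905 genes, 19 of 20 lists of 20 genes with a planted log2 change of 2 lay outside percentiles 2.5 to 97.5, and 2 of 20 with none. Smaller changes were not planted in the lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.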

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

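The tests of the 3 patterns weighed here were chosen after the results had been seen, as was the scaling to hybridization controls. Differences between genotypes rest on 1 array per condition and were not tested.

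Response regulator genes of cytokinin signalling moved apart in the genotypes. The median change of 13 of them was −0.19 in WT and 0.69 in RNAi-9, with a median difference of 1.26, above all 10000 random lists of matched signal. RR4 fell by 0.75 in WT and rose by 1.54 in RNAi-9, RR2 fell by 1.18 and rose by 0.67, and RR6 rose by 0.86 and 2.40. At 0 h these genes were lower in RNAi-9 than in WT by a median log2 difference of −0.79. With signals under 6 raised to 6, the medians were 0 and 0.16, their median difference was 0.34 and the difference at 0 h was −0.18. The paper does not discuss them.

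Ribosomal protein genes (25) had a median change of −0.12 in WT and 0.24 in RNAi-9, a difference of 0.26 at percentile 99.99 of the random lists. With the hybridization controls, a scaling that moves all genes alike, the RNAi-9 median was −0.03 and the difference −0.09, and their percentiles stayed at 98.3 and 99.99. At 0 h, 0 of the 25 were higher in RNAi-9, with a median difference of −0.71.

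BURP2 fell by 1.04 in WT and rose by 2.02 in RNAi-9. Its signal differed by −2.02 at 0 h and 1.04 at 2 h (RNAi-9 minus WT). The signed change of genes named TPP, listed as trehalose phosphate phosphatases, was lower in RNAi-9 in 8 of 9 cases, with a median difference of −1.11. For NAC genes it was lower in 6 of 8 (−0.94). For TIFY genes the median difference was −0.30. For 55 protein phosphatases 2C it was −0.20, though 5 changed over 2-fold more in RNAi-9 and 3 over 2-fold less, and with the highest probe set of each gene it lay at percentile 4.89. For HAK potassium transporter genes, of which some rose and some fell, the median difference was −0.32. Each of these lay below percentile 2.5 of its random lists as deposited. The HAK medians were 0.015 in WT and −0.17 in RNAi-9, and the WT median was −0.08 after scaling to the median of all probe sets. With signals under 6 raised to 6, the HAK difference was −0.04, at percentile 29.2, and with the highest probe set of each gene it lay at percentile 4.72. With an offset of 32, the trehalose difference was −0.23, at percentile 15.3.

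List medians close to 0 had opposite signs in 2 further lists. Those of 13 antioxidant enzyme genes were 0.077 in WT and −0.082 in RNAi-9, and these signs changed with the scaling. Those of 9 seed storage protein genes were 0.25 in WT and −0.062 in RNAi-9 (0.079 after scaling to probe sets of at least 8).

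Fewer than 50% of the probe sets up in both genotypes changed more in RNAi-9. The scaling of the arrays does not account for this, since the share reached at most 46.0% over 4 other scalings. Noise of low signals does not account for it either, since the share was 33.0% among probe sets with a log2 signal of at least 8 in both 2 h arrays. Among induced probe sets of at least 6 on all 4 arrays, the signal at 0 h was higher in RNAi-9 by 0.28 more than the median of all such probe sets, so a candidate explanation is that part of the response was already present in RNAi-9 before PEG. The RNAi-9 array at 0 h enters both measures, so they are not independent, and whether the higher ABA level that the paper reports for the line brings this about was not tested.

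The 35 genes of the heat shock protein list changed more in RNAi-9 than in WT by a median of 0.23 as deposited. The list also holds genes named bip with a number, whose names do not mark them as heat shock proteins. The median is the value of bip130, so it need not describe the other members. Its sign stays open, since it was −0.12 with the hybridization controls. That scaling moves the difference of all genes alike by −0.35 and leaves the list at percentile 99.2 of its random lists. Scaling does not account for the place among random lists, which was percentile 99.9 with quantile normalization, where genes do not move alike, nor for the group changed over 2-fold more in RNAi-9, of which 13 stayed so under all 4 other scalings, against at most 1 changed over 2-fold less. With signals under 6 raised to 6, 14 members changed over 2-fold more and 0 over 2-fold less, so noise of low signals does not account for that group as a whole. HSP26.7 is among these 14 only through the floor, since it rose by 3.20 in each genotype as deposited. The median stayed at 0.23, at percentile 99.96. It was then the value of bip115, so it cannot decide on noise for the other members. Handling or warming of the one RNAi-9 sample after PEG cannot be told apart from an effect of the line for the list, since that condition has 1 array, while for the heat shock genes Os03g16920 and Os02g54140 the paper reports higher qRT-PCR levels than in WT in both RNAi-9 and RNAi-27, which a fault of that sample alone would not bring about. An effect of the line stays open, untested.

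Of the 8 LEA and dehydrin genes, 5 were higher in RNAi-9 than in WT at 0 h, with a median difference of 0.60 over all 8, while LEA19 differed by −0.94 and rab25 by −0.38. Scaling does not account for this, since the median stayed at 0.48 or above over 4 other scalings. Over the 6 genes measured by their own probe sets the median was 1.23. LEA19 and rab25, both lower in RNAi-9, are not among these 6, so this value cannot decide on probe sets shared within the family. With signals under 6 raised to 6 the median of all 8 was 0.14, so noise of low signals remains open. An effect of the line before PEG stays open, untested.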

How the results depend on the processing

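The scaling to hybridization controls and the selections that also ask for a higher signal in RNAi-9 at 2 h were chosen after the values had been seen. No paired analysis was possible because each condition has 1 array and nothing pairs the plants. The alternatives for *OsABA8ox3* gave no values, since it could not be paired with a probe set. What was called over 2-fold depended mostly on low signals, since over 50% of the probe sets lie under a log2 signal of 6. The cause of other shifts was not tested.

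Probe sets up in both genotypes (5333) numbered 3103, 2554 and 1786 with a minimum log2 signal of 5, 6 and 8, 2135 with a floor of 6, 2289 with an offset of 32, 1847 by gene, 8414 at 1.5-fold, 2849 at 3-fold, 2974 when also higher in RNAi-9 at 2 h and 1478 when also at 6 or more. The share changed more in RNAi-9 (44.3%) was 39.4%, 36.7% and 33.0% with the minimum signals, 37.8% with the floor, 39.2% with the offset, 46.0% scaled to the median of all probe sets, 38.8% by gene and 37.9% with the hybridization controls. It reversed to 55.6% when membership also asked for a higher signal in RNAi-9 at 2 h, which selects for it, and was 47.5% when also at 6 or more.

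Probe sets down in both (4689) numbered 2689, 2213 and 1520 with the minimum signals, 1911 with the floor, 1694 with the offset, 1379 by gene, 9762 at 1.5-fold and 1783 at 3-fold. The share with the larger drop in RNAi-9 (51.4%) was 52.9% both at a minimum of 8 and by gene and 60.6% with the hybridization controls, and it reversed to 49.0% with the median of all probe sets.

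Probe sets apart between the genotypes at 0 h (19172) numbered 7762, 3179 and 1137 with the minimum signals, 1680 with the floor, 3143 with the offset, 3141 by gene and 12292 at 3-fold. At 2 h (18371) there were 7472, 3124 and 1035, then 1632 with the floor, 2790 with the offset, 2889 by gene, 27809 at 1.5-fold and 11450 at 3-fold. Of those, 53.0% were higher in RNAi-9, which reversed to 34.0% with the hybridization controls and rose to 61.7%, both at a minimum of 6 and with the offset, 68.8% with the floor and 73.8% at a minimum of 8. Probe sets whose change differed over 2-fold (24164) numbered 12996, 5308 and 1386 with the minimum signals, 2174 with the floor, 6305 with the offset and 3723 by gene. The share of them with the larger change in RNAi-9 (48.5%) reversed to 50.4% at a minimum of 8, 54.5% with the floor, 51.2% with the median of all probe sets and 50.6% with quantile normalization, and fell to 36.8% with the hybridization controls.

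Of single values, the WT change of Os02g54140 (0.08) reversed to −0.012 with the median of all probe sets, and the difference for Os06g03670 (−0.20) to 0.36 against WT at 0 h. With the hybridization controls, the difference for Os04g49980 (0.16) reversed to −0.18, the median difference of heat shock protein genes (0.23) to −0.12, and for ribosomal protein genes the RNAi-9 median (0.24) to −0.033 and the difference (0.26) to −0.087. This scaling moves all genes alike, by −0.27 for the change in RNAi-9 and −0.35 for the difference, so the heat shock list stayed at percentile 99.2 of its random lists and the ribosomal list at 98.3 and 99.99. Likewise the median differences between the genotypes at 2 h of ABA signalling genes (0.27, percentile 99.0) and aquaporins (0.28, percentile 99.8) became −0.14 and −0.13. In another 25 cases, counted once for each alternative, a list median of changes or their differences changed sign. None of these medians lay outside the middle 95% of its random lists. Among them, with the hybridization controls, were the differences for aquaporins (0.14 to −0.21), heat stress factors (0.16 to −0.18) and cell division genes (0.11 to −0.24). Of the remaining values of single genes, lists and shares, 666 kept their direction within 0.5 in log2 or their interval, 20 were 0 and 52 moved further without a change of direction. Of the summary counts and shares, those of the 9 genes, the named genes and the gene lists among them, 62 stayed within 1.5 times or within their interval.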

Differences from the paper's values

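The selections that also ask for a higher signal in RNAi-9 at 2 h were chosen after the values had been seen, and so was scaling to the hybridization controls.

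The paper reports 1436 genes over 2-fold higher in both genotypes, and 5333 probe sets met that threshold here. Of the alternatives set before the data were examined, a minimum log2 signal of 8 (1786), a floor of 6 (2135) and counting by gene (1847) came within 1.5 times the paper's count, and minimum signals of 5 and 6, the offset, the 3 other scalings, leaving out probe sets that can hybridize to several transcripts, and 1.5-fold and 3-fold thresholds did not. A selection that also asks for a higher signal in RNAi-9 at 2 h and at least 6 in both 2 h arrays gave 1478; it was chosen after seeing the values, and it drops 42 of the entries of the paper's list that were used here, all of which have the higher 2 h signal in RNAi-9. Scaling to the hybridization controls (4635), also chosen after seeing the values, did not come within 1.5 times the paper's count. The minimum of 8 drops 231 of the entries of the paper's list used here, so its close count does not mean the same genes. S2 Table also gives detection calls, which mark a signal as present or absent. Of the entries used here, 0 were called absent at 2 h and 195 at 0 h in WT. The deposited signals carry no such calls, so a filter on them was not tested.

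For the fold of RNAi-9 after PEG, S4 Table gives the paper's values of 8.44 for Os05g46480, 28.3 for Os04g49980, 17.0 for Os11g26760 and 44.0 for Os02g54140. Against the 0 h array of RNAi-9 itself, the folds here were 16.2, 16.0, 7.86 and 26.7. With WT at 0 h as the baseline, 0 of the 9 genes differed from the paper's folds. With the floor, the offset and the scalings to the median of all probe sets and by quantiles, these 4 still differed. With the floor Os03g16920 differed too (5.50 against 11.1), and with the offset so did Os06g03670 (66.3 against 128), Os01g50910 (123 against 194) and Os03g16920 (6.65). Scaling to probe sets of at least 8 brought Os02g54140 (29.4) within 1.5 times the paper's fold but not the others. The WT folds of the 9 genes did not differ.

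The paper states that most of the genes up in both genotypes had the higher fold in RNAi-9. Here 2361 of 5333 probe sets did (44.3%). Under the alternatives set before the data were examined that keep each genotype's own 0 h array as baseline, the share stayed below 50%. With WT at 0 h as the baseline of both genotypes, a higher fold in RNAi-9 means a higher 2 h signal, which 55.8% had, and a selection for that signal, chosen after seeing the values, gave 55.6%. It drops 0 of the entries of the paper's list used here, all of which have the higher 2 h signal in RNAi-9 as well as the larger change. The order of that list fixes the larger change but not the higher signal, which 1654 of the 2361 probe sets with the larger change have here. The copy of S2 Table is sorted by the falling ratio of the RNAi-9 fold to the WT fold and ends at a ratio of 1.01, before 763 of its 1436 entries, so the share in the paper's own list was not counted. If the order holds to its end, those 763 have ratios of 1.01 or below. For the 9 genes of S4 Table, 8 had the larger change in RNAi-9.

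The paper counts Os02g54140 among the genes up in both genotypes. Its change in WT was 0.08 in log2 here, and in RNAi-9 it was 4.74. For Os06g03670, S4 Table gives the higher fold in RNAi-9, and the log2 change here was 6.64 in WT and 6.44 in RNAi-9 against its own 0 h array.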

Other observations

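These genes come from the rule for named genes and the lists by locus, except where a choice after seeing the values is stated.

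Genes of ABA breakdown moved in opposite directions after PEG. *OsABA8ox1* fell from 11.83 to 11.05 in WT and from 12.91 to 10.94 in RNAi-9, in log2 signal. *OsABA8ox2* rose from 7.20 to 8.31 in WT and from 7.75 to 9.07 in RNAi-9. These values differ from the paper's qRT-PCR. There *OsABA8ox1* was barely detectable in seedlings, and dehydration brought no clear change in these genes beyond a slight rise of *OsABA8ox3*. The cause of this difference was not tested, and signals of different probe sets do not rank the genes. The carotenoid gene PSY3, upstream of ABA synthesis, rose by 3.74 and 3.86. The 6 genes of ABA synthesis and breakdown had median changes of 0.52 in WT and 0.35 in RNAi-9. The locus Os07g0154100, listed as *OsNCED4* among the genes of ABA synthesis and paired with a probe set by S2 Table, rose from 7.05 to 13.47 in WT and from 6.68 to 14.19 in RNAi-9.

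Genes apart between the lines before PEG stayed apart after it in several cases. HSP26.7 had signals of 1.26 at 0 h and 4.46 at 2 h in WT, against 9.33 and 12.53 in RNAi-9. CRSH2 was higher in RNAi-9 by 2.66 at 0 h and 2.16 at 2 h, CPS2 by 2.46 and 1.98, EIL1 by 2.23 and 1.31 and HOS66 by 3.10 and 1.48. A peroxidase gene fell from 9.89 to 9.00 in WT and from 6.18 to 4.48 in RNAi-9, and GBSS-I fell from 10.01 to 8.35 and from 7.77 to 5.40. MRL7 differed by −2.17 at 0 h and −1.33 at 2 h (RNAi-9 minus WT), and GYRB by −2.09 and −0.79. At 2 h, with signals under 6 raised to 6, CYP76M7 differed by −2.06 and P5CS2 by −2.00.

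Cellulose synthase genes (9) were higher in RNAi-9, by a median of 1.02 at 0 h and 1.12 at 2 h, with 9 and 8 of them higher. Their median change was 0.83 in WT and 0.76 in RNAi-9. The 26 Aux/IAA genes had median changes of 0.28 and 0.31 and were higher in RNAi-9 by a median of 0.43 at 0 h. A gene listed as IAA1 rose by 1.51 and 2.38. Another gene with that symbol changed by −0.84 in WT and −1.13 in RNAi-9, with signals under 6 raised to 6.

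Among antioxidant enzyme genes, catA fell from 13.74 to 12.24 in WT and from 13.57 to 12.82 in RNAi-9. APX2 rose by 1.42 and 1.67, and sodA rose by 0.67 in WT and fell by 1.78 in RNAi-9. When each probe set was raised to a floor of 6, APX2 rose by 1.83 and 1.59, and sodA changed by 0.04 and −0.20. These are transcript signals of leaves at 2 h, not enzyme activities.

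Actin genes, chosen after seeing the values because an actin gene served as the reference in the paper's qRT-PCR, differed in their changes after PEG. The probe set of ACT2 rose from 9.19 to 11.31 in WT and from 9.79 to 11.10 in RNAi-9. The probe sets of ACT1 rose by 0.58 and 1.13 in WT and by 0.97 and 0.87 in RNAi-9. The probe sets of AC7 rose by 0.75 and 0.55 in WT and by 0.07 and 0.25 in RNAi-9. Of the AC3 probe sets with a log2 signal above 6, one fell by 0.09 in WT and fell by 0.97 in RNAi-9, and the other rose by 0.24 and 0.06. The identity of the actin in the paper's primers was not analysed here.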
